A study of Mus musculus with 9 samples. Its data were reported in "Gut microbiota regulate tumor metastasis via circRNA/miRNA networks" (2020).

How the data were processed

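The series holds 9 poly(A) RNA-seq libraries from lung metastatic nodules of male C57BL/6 mice in which tumours were seeded through the tail vein with Lewis lung carcinoma (LLC) cells suspended in 100 μl of PBS. LLC is a tumour line that arose in the lung of a C57BL mouse. The labels put 3 libraries in each of 3 groups, namely germ-free mice (GF), GF mice that received faeces of specific pathogen-free mice (GF/SPF) and GF mice that received Bifidobacterium (GF/Bifido). Libraries are named by group and by the replicate number in their titles, which are 1, 2 and 4 for GF and GF/SPF and 2, 3 and 4 for GF/Bifido. The labels do not say that every library came from a separate mouse, so p-values measure the spread between these libraries, which may be partly technical.

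The authors deposited FPKM values (fragments scaled to the length of the gene model and to the mapped fragments of the library), with 1 column per library, no pooling and no normalization between libraries visible in the values. By the study's methods, RNA was poly(A) selected, libraries were made with a stranded kit and sequenced as paired ends, reads were checked with FastQC and aligned to the mouse assembly GRCm38, and FPKM was computed per gene. The submitters' processing notes list cutadapt, HISAT2 2.0.5 and StringTie, and name the human build hg19. The notes contradict the methods on the build. The gene IDs in the tables are mouse Ensembl IDs, and GRCm38 was taken as the build. FPKM divides by the length of the gene model and by the library's total, so it changes when the annotation changes and when a few abundant genes take a larger share of the reads. Poly(A) selection lowers histone and other RNAs without a tail.

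The GF and GF/SPF tables list the same 11970 genes, whereas the GF/Bifido table lists 12513 genes with newer gene ID versions, so another annotation release and another filter on genes were used for it. Of 12613 gene IDs in any table, 12580 matched a symbol in GENCODE release M21 and 99.2% were annotated as protein coding. Between the 2 processing sets 11870 IDs were shared, 9786 with the same version and 2084 with a newer version in the GF/Bifido table, and 100 and 643 IDs were listed in only the GF and GF/SPF tables or only the GF/Bifido table. Genes whose version changed differed more between GF/Bifido and GF (SD of the log2 difference 0.703, median −0.29) than genes of the same version (SD 0.439, median 0.07). Comparisons with GF/Bifido therefore used genes of the same version, a choice made after the tables were seen and before any gene was tested. Matching IDs without the version is given as an alternative. No batch or date is given for the libraries, and GF/Bifido is the only group in its processing set, so group and processing set cannot be told apart. The study's methods describe a single gavage for the transplant of SPF faeces. For the probiotics they describe repeated gavage before and after tumour injection, in a different set of experiments. Group therefore cannot be told apart from dosing either, nor from experiment if the GF/Bifido mice were handled separately.

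Read depth is unknown. Low FPKM values of genes with 1 transcript lay within 0.05 of whole steps in 26.2% to 41.7% of cases, against 20.7% to 36.4% in jittered copies, so whole reads could not be recovered and no counting interval is given. No libraries held identical values, and correlations between libraries ran from 0.948 to 0.988.

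Genes with a mean of at least 0.5 FPKM over the libraries compared were tested with limma 3.58.1 in R 4.3.3 (trend and robust options) on log2(FPKM + 1), with 2 groups per fit and no covariate. P-values are two-sided and adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05. Log2 differences are on the log2(FPKM + 1) scale, which understates the change of low genes. The 1.5-fold and 2-fold thresholds were set on this scale too, so they leave out some low genes with a larger fold in FPKM. The 55 gene lists (pathways, cell type markers, signs of stress and the genes named by the study) were tested with limma's camera at a preset correlation of 0.01, adjusted over lists. Camera was repeated with an estimated correlation and with fry, a self-contained test of whether a list's genes move on balance in a single direction. The lists, the tests, the rule for named genes and most alternatives were fixed before the data were examined. The rule names the 4 genes of the study, then up to 8 genes per direction with the largest log2 difference among genes called, with all libraries of a group above all of the other and a mean of at least 1 FPKM in the higher group. Predicted gene models are left out. Where fewer genes pass, the names are filled from genes with unadjusted p under 0.05, a log2 difference of at least 1 in size and the same separation. The 3 members with the smallest p are named for each list called, and the 3 most abundant members where values of a list that was not called are given. For single values an exact two-sided permutation test was run, which cannot go below 0.1 with 3 libraries against 3.

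Same-numbered GF and GF/SPF libraries deviated together (correlations of their deviations from the group means 0.194, 0.204 and 0.231, against −0.229 to 0.008 between other numbers), so those numbers were taken as pairs from the values and the titles, and a fit with the replicate number as a block is given where it changes a call. The numbers of GF/Bifido did not pair with the others, but differently numbered GF/Bifido and GF/SPF libraries also reached 0.143, 0.184 and 0.228. Correlations of this size therefore do not show by themselves that the numbers mark pairs. Alternatives were pseudocounts of 0.1 and 0.5, no filter and a filter at 2 FPKM, quantile normalization, TMM scaling (unweighted factors), all 3 groups in 1 fit, limma without trend and robust, a two-sample test with unadjusted p and 1.5-fold, a further 2-fold threshold, the block, and leaving out each library. After the data were seen, IDs matched without version, genes with 1 annotated transcript, removal of each library's trend with gene length, and that removal with the block were added, as was the count at unadjusted p for GF/SPF versus GF. Gene length was taken as the merged exons of all annotated transcripts of a gene. A list's direction under an alternative was first read from its median and later from camera's own direction. A count test was not run because the values are FPKM.

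The gene test was tested on simulated data with 200 genes changed, drawn from the more abundant genes, with normal noise independent between genes. It recovered 85% of genes changed by log2 1 for GF/SPF versus GF (11778 genes), 89% for GF/Bifido versus GF (9703 genes) and 83% for GF/Bifido versus GF/SPF (9676 genes), and at log2 2 it recovered 96%, 96% and 98%. It also called 10, 7 and 7 unchanged genes. Recovery may be lower for low or variable genes or where few genes change, so 0 calls does not show that 2-fold changes are absent. Of 49 lists that were not shifted, camera called 0 in each simulation. The lists were random and the simulated genes varied independently. This count therefore cannot show how often camera at the preset correlation calls lists of correlated genes. Coordinates are 1-based on GRCm38 from GENCODE M21. Figures and counts were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The 9 libraries were all used, and the series' other kinds of RNA data were not analysed here.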

Results

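Gene expression was measured by poly(A) RNA-seq in lung metastatic nodules of mice that carried Lewis lung carcinoma (LLC) cells, a mouse lung tumour line that lodges in the lung after injection into a vein. The nodules came from GF mice, which are raised without microbes, from GF/SPF mice, which are GF mice colonised with faeces of donors free of specific pathogens, and from GF/Bifido mice, which are GF mice given Bifidobacterium, a genus of gut bacteria. Each group had 3 libraries. Between 10834 and 11057 genes reached 1 FPKM in the GF and GF/SPF libraries and between 11140 and 11235 in the GF/Bifido libraries. FPKM summed to 283393 to 301983 in the former and to 248388 to 253257 in the latter. Read depth is unknown, since the values could not be turned back into reads. The GF/Bifido values rest on another annotation release than the rest, so each comparison with GF/Bifido used genes whose ID version was the same in both sets. Group cannot be told apart there from processing or from the schedule of dosing, which was repeated for Bifidobacterium and single for faeces.

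The first question was how the genes that the study named, Sox9, Il11, Twist1 and Mmp3, behaved after each colonisation. All 4 were lower in every GF/SPF library and in every GF/Bifido library than in every GF library. For Il11 the groups were barely apart, with 0.655 FPKM in GF/SPF library 2 and 0.664 in GF library 4. Sox9, a transcription factor of progenitor cells, was at 17.1 ± 4.06 FPKM (SD, n = 3) in GF, 9.46 ± 1.73 in GF/SPF and 7.62 ± 0.361 in GF/Bifido. Il11, a cytokine of the IL-6 family, was at 1.11 ± 0.402, 0.342 ± 0.271 and 0.186 ± 0.0658 FPKM. Twist1, a transcription factor of epithelial-mesenchymal transition (EMT), was at 52.7 ± 2.95, 36.0 ± 3.94 and 29.9 ± 2.45 FPKM. Mmp3, a protease of the extracellular matrix, was at 184 ± 10.4, 51.6 ± 36.2 and 13.6 ± 7.81 FPKM.

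For GF/SPF versus GF the log2 differences were −0.78 (SE 0.183) for Sox9, −0.65 (SE 0.195) for Il11, −0.54 (SE 0.094) for Twist1 and −2.02 (SE 0.441) for Mmp3. None passed over all genes tested (limma adjusted p 0.276, 0.31, 0.215 and 0.276). The adjusted p over the list alone was 0.00512, 0.0117, 0.00244 and 0.00512. Adjusted over all genes 0 of 4 passed, and adjusted over the list alone 4 of 4. The study chose these genes on these samples, so neither their direction nor that count is independent evidence. Without GF/SPF library 2, Mmp3 passed over all genes (−2.55, adjusted p 0.00202). For GF/Bifido versus GF, Sox9 fell by 1.05 on the log2 scale (adjusted p 0.0033) and Il11 fell by 0.81 (adjusted p 0.00769), and both also passed when adjusted over the list alone. Twist1 (−0.80, adjusted p 0.000411) and Mmp3 (−3.82, adjusted p 0.000929) could be tested only with IDs matched without version, because their gene models changed between the processing sets. With the replicate number as a block, which rests on 2 pairs there, the Mmp3 call was lost (−3.91, adjusted p 0.134), and with the block and the length trend removed the Il11 call was lost (−0.76, adjusted p 0.078). Of genes with a changed version, 17.47% differed by more than 2-fold on the log2(FPKM + 1) scale between GF/Bifido and GF, against 3.28% of the others. Between GF/Bifido and GF/SPF none of the 4 passed (Sox9 −0.27, adjusted p 0.231, Il11 −0.16, adjusted p 0.506, Twist1 −0.26, adjusted p 0.135, Mmp3 −1.79, adjusted p 0.0757). Only Sox9 was in the main fit there. The others came from the fit with IDs matched without version, Il11 because its mean lay under the filter of 0.5 FPKM. Mmp3, again with IDs matched without version, did pass with all 3 groups in 1 fit (adjusted p 0.0397), with the replicate number as a block (0.00991) and with the block and the length trend removed (0.0184). The exact two-sided permutation p was 0.1 for every gene in both comparisons with GF, the smallest value that 3 libraries against 3 allow. On GRCm38, Sox9 (ENSMUSG00000000567) lies on the plus strand of chromosome 11 from 112782224 to 112787760, and Il11 (ENSMUSG00000004371) on the minus strand of chromosome 7 from 4772373 to 4782859. Twist1 (ENSMUSG00000035799) lies on the plus strand of chromosome 12 from 33957671 to 33959829, and Mmp3 (ENSMUSG00000043613) on the plus strand of chromosome 9 from 7445822 to 7455975. The FPKM values cover the whole gene model of each.

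**Figure D1:**
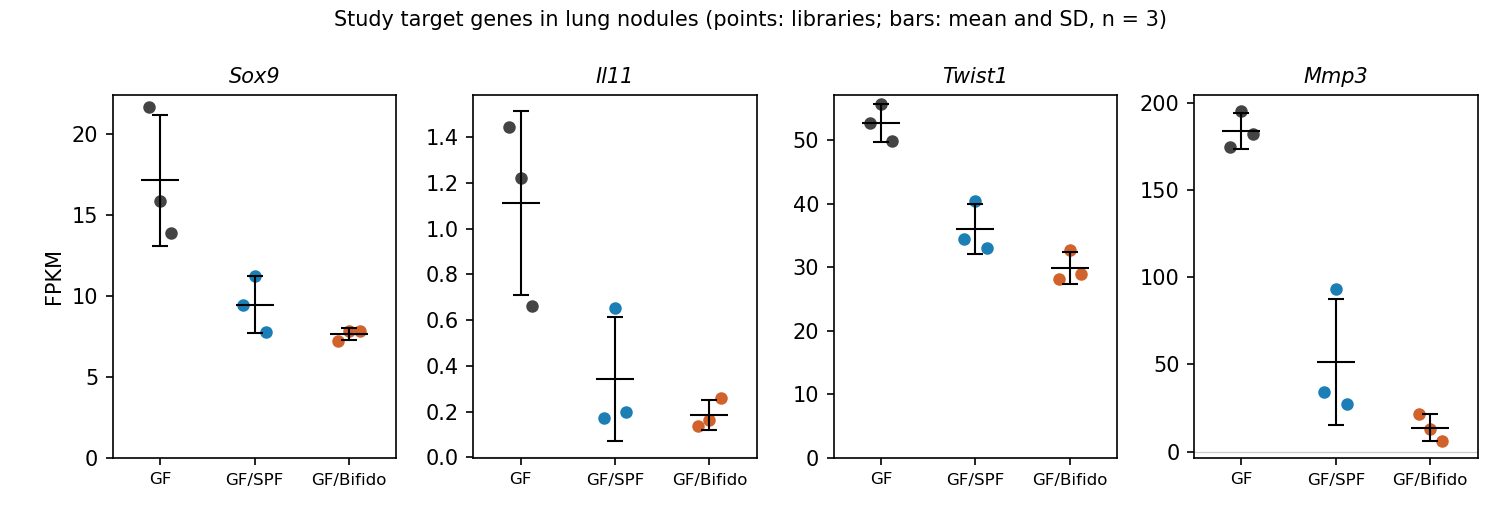
FPKM of Sox9, Il11, Twist1 and Mmp3 in each library (points), with the mean and SD of each group (bars, n = 3) for GF, GF/SPF and GF/Bifido. All points of both colonised groups lie below all GF points, with mean Mmp3 at 184 FPKM in GF, 51.6 in GF/SPF and 13.6 in GF/Bifido. For Il11 the highest GF/SPF point (0.655) and the lowest GF point (0.664) nearly coincide.

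The next question was what else differed between GF/SPF and GF nodules. Macrophage markers rose as a list, while hypoxia, glycolysis, endothelial, angiogenesis, collagen, EMT, type I interferon, NF-kB and ribosomal protein genes fell as lists. With an estimated correlation all of these list calls were lost (adjusted p = 0.495 with an estimated correlation, or 0.517 for type I interferon genes). No single gene passed the adjusted threshold. The genes named next had non-overlapping groups, a log2 difference beyond 1 and an unadjusted p under 0.05. Lyve1, a hyaluronan receptor of lymphatic endothelium and of some macrophages, was at 5.82 ± 1.75 FPKM (SD, n = 3) in GF and 23.6 ± 9.56 in GF/SPF. Also higher were Lrch3 (3.99 ± 0.915 and 11.7 ± 0.294), Gas6, a ligand of the TAM receptors (10.9 ± 2.63 and 23.2 ± 2.95), Fcna (log2 difference 1.05), Ltc4s (1.25 and 3.76) and Abca9 (0.796 and 2.79). Lower were G0s2, an inhibitor of triglyceride lipase (14.5 ± 11.5 and 2.67 ± 2.22), and the neutrophil chemokine Cxcl1 (75.6 ± 48.3 and 19.8 ± 11.9). So were S100a9, an abundant neutrophil protein (log2 difference −1.68), Fam213a (log2 difference −1.68), the growth factor Fgf7 (9.95 and 3.35) and Hcar2 (12.5 and 3.81). Hspa1b was at 12.2 and 4.05 FPKM, but it shares reads with its near-identical copy Hspa1a and is uncertain. The GF spread of G0s2, Cxcl1 and S100a9 came largely from GF library 1, where S100a9 was at 453 FPKM against 116 and 194 in the other GF libraries.

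Among immune cells, the macrophage and monocyte markers had a median log2 difference of 0.57 over 27 measured members (camera adjusted p 0.00187, adjusted p = 0.495 with an estimated correlation). Over all genes 0 members were called, and adjusted over the list alone 3 rose and 1 fell. Mrc1, the mannose receptor, was at 46.5 ± 9.72 FPKM in GF and 91.9 ± 14.7 in GF/SPF, the scavenger receptor Cd163 at 2.37 ± 0.535 and 4.79 ± 0.847, and Siglec1 had a log2 difference of 0.87. The list's median was 0.35 without GF/SPF library 4 (adjusted p 0.0101) and 0.37 without GF library 1. The neutrophil markers fell as a list (15 members, median −0.80, camera adjusted p 0.000766, adjusted p = 0.603 with an estimated correlation), with 0 members called over all genes or when adjusted over the list alone. Csf3r, the G-CSF receptor, was at 6.59 and 3.09 FPKM, but Mmp9 (11.6 ± 0.324 and 16.6 ± 3.29 FPKM) and Padi4 (log2 difference 0.51) were higher in all 3 GF/SPF libraries. Without GF/SPF library 4 the neutrophil call was lost (median −0.29, adjusted p 0.0845). That library also stood apart in antigen presentation by MHC class II, with H2-Eb1 at 116 FPKM against 7.15 and 10.9 in GF/SPF libraries 1 and 2, and with a median of the MHC class II list 1.06 above the GF mean against 0.02 and −0.04. Over the 3 libraries the MHC class II list had a median of 0.41 and an adjusted p of 0.139. The p was 0.00286 without GF/SPF library 1 and 0.0438 with the replicate number as a block, and without GF/SPF library 4 the direction turned (median −0.10, adjusted p 0.328).

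The hypoxia response list fell, with 10 of 22 members lower when adjusted over the list alone and 0 over all genes (median −0.545, camera adjusted p 1.42e-12, adjusted p = 0.495 with an estimated correlation). Its members included the mitophagy receptor Bnip3 (69.1 ± 15.9 to 38.2 ± 11.2 FPKM), the kinase Pdk1 (26.9 ± 0.43 to 19.2 ± 3.81) and the HIF prolyl hydroxylase Egln1 (36.8 ± 4.29 to 26.6 ± 3.62). Glycolysis genes fell as a list (20 members, median −0.295, camera adjusted p 9.76e-08, adjusted p = 0.495 with an estimated correlation), with 0 members called over all genes. Adjusted over the list alone 2 were lower, Aldoc (1.94 to 0.809) and Pgam1 (285 to 213). Ldha was at 238 ± 14.2 and 188 ± 23.3 FPKM. Cytosolic ribosomal protein genes fell by little but together (74 members, median −0.12, camera adjusted p 1.13e-13, adjusted p = 0.495 with an estimated correlation), with 0 called over all genes or when adjusted over the list alone. Rpl37 was at 569 and 461 FPKM. With quantile normalization the ribosomal median was −0.03 and 50 of 74 members were below 0.

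Lists of vessels, matrix and mesenchymal genes also fell, each with adjusted p = 0.495 with an estimated correlation and 0 members called over all genes. Endothelial markers had a median of −0.25 (18 members, camera adjusted p 8.6e-05). Adjusted over the list alone 4 fell, among them the junction protein Cldn5 (14.3 ± 2.55 to 7.89 ± 0.513) and Calcrl (7.80 to 5.89), while 1, Lyve1, rose. Without GF library 1 the endothelial median was −0.16. Angiogenesis ligands and receptors had a median of −0.23 (17 members, camera adjusted p 0.000201) with 0 members called when adjusted over the list alone. Flt1, a VEGF receptor, was at 3.48 and 2.12 FPKM and Nrp1 at 9.84 and 13.2. The angiogenesis median was −0.15 without GF library 1. Collagens and fibroblast matrix had a median of −0.22 (28 members, camera adjusted p 0.000532) and 0 members called when adjusted over the list alone. Cthrc1 was at 6.09 ± 1.24 and 1.88 ± 1.26, and Col6a2 had a log2 difference of −0.28. The collagen median was −0.10 without GF/SPF library 4. EMT transcription factors and mesenchymal markers had a median of −0.14 (19 members, camera adjusted p 0.000213). Adjusted over the list alone 4 fell, among them Twist1, Snai1 (14.8 ± 1.52 to 10.7 ± 0.463) and Twist2 (log2 difference −0.38). Matrix metalloproteinases and remodelling genes had a median of −0.16 (22 members, camera adjusted p 0.00201) and 0 members called when adjusted over the list alone. That call was lost without GF/SPF library 4 (adjusted p 0.101). The list of the 4 genes that the study chose on these samples had a camera adjusted p of 7.12e-06 (adjusted p = 0.495 with an estimated correlation).

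Type I interferon genes fell as a list (27 members, median −0.27, camera adjusted p 3.51e-07, adjusted p = 0.517 with an estimated correlation). So did inflammatory cytokines and NF-kB targets (24 members, median −0.30, camera adjusted p 0.000189, adjusted p = 0.495 with an estimated correlation). In both, 0 members were called over all genes or when adjusted over the list alone. Ifit3 was at 9.62 ± 4.57 FPKM in GF and 3.22 ± 0.34 in GF/SPF, and Nfkbia, the inhibitor of NF-kB that NF-kB itself induces, at 204 ± 61.0 and 119 ± 18.4. The NF-kB list's median stood at −1.24 in GF/SPF library 4 and at −0.18 and −0.12 in GF/SPF libraries 1 and 2. The NF-kB median was −0.16 without GF/SPF library 4 (adjusted p 0.0433), and the interferon median was −0.14 without GF library 1. Immediate early genes fell as a list (18 members, median −0.29, camera adjusted p 0.000627, adjusted p = 0.528 with an estimated correlation) with 0 members called over all genes or when adjusted over the list alone. Ier3 was at 241 ± 79.1 and 107 ± 67.2 and Egr2, on the other side, at 0.858 and 1.33. The immediate early median was −0.11 without GF/SPF library 4 (adjusted p 0.0484). Core histone genes fell as a list (16 members, median −0.20, camera adjusted p 7.42e-05, adjusted p = 0.48 with an estimated correlation). Of them 4 fell when adjusted over the list alone, against 0 over all genes, among them Hist1h2bc (73.7 ± 6.27 to 48.9 ± 3.28) and Hist1h4h (3.61 to 2.15). Y-linked genes of these male mice rose as a list (4 members, median 0.385, camera adjusted p 0.000201, adjusted p = 0.495 with an estimated correlation). All 4 rose when adjusted over the list alone and 0 over all genes, and Ddx3y was at 7.95 ± 0.5 and 11.6 ± 0.43 FPKM.

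Of 11778 genes tested, limma called 0 between GF/SPF and GF. The smallest adjusted p was 0.0744, for Lrch3. At an unadjusted p under 0.05 there were 995 higher and 572 lower genes, 1567 in all where chance gives 589, and 21.01% of genes had groups that did not overlap, where chance gives 10%. A two-sample test at unadjusted p with 1.5-fold gave 66 higher and 47 lower genes. The count was 7 without GF/SPF library 2 (among them Mmp3 and the transcription factor Ets1), and 1 without GF/SPF library 1 (Gm15107) or GF library 4 (Lrch3), genes named here after their values were seen. Without GF library 1 the unadjusted count was 910.

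Camera called 24 of 55 lists, 4 up and 20 down, against 0 with an estimated correlation and 3 with fry. Regrouping the same 6 libraries in the 9 other ways gave up to 26 lists. The 8 lists not described above had 0 members called over all genes and adjusted p of at least 0.495 with an estimated correlation. Adjusted over the list alone, 6 genes of G2 and M phase, among them Cenpf, and 1 of S phase, Fen1, rose, 1 fibroblast and pericyte gene, Pdgfra, fell, and 0 members of the other 5 lists passed. They were NRF2 targets (adjusted p 0.000766, or 0.101 without GF/SPF library 4), heat shock proteins (0.00624, or 0.166 without GF library 1), nuclear subunits of oxidative phosphorylation (0.00686, or 0.315 without GF/SPF library 2), cholesterol biosynthesis (0.0204), adhesion genes (0.0208), fibroblast and pericyte markers (0.0287), all with negative medians, and the cell cycle lists. Of these, G2 and M phase genes had a median of 0.11 and an adjusted p of 0.0215, and S phase genes a median of 0.09 and an adjusted p of 0.0412. Cholesterol genes lost the call without GF/SPF library 1 or 4 or GF library 2 or 4 (adjusted p 0.505, 0.0845, 0.176 and 0.0653), adhesion genes without GF/SPF library 1 or 4 or GF library 1 (0.184, 0.0858 and 0.0641). Fibroblast markers lost it without GF/SPF library 2 or 4 or GF library 1 (0.257, 0.0871 and 0.227). The G2 and M phase call was lost without GF/SPF library 2 or GF library 1 or 4 (0.243, 0.0705 and 0.058) and with the block (0.055). The S phase call was lost without GF/SPF library 1 or 2 or GF library 1 or 4 (0.138, 0.295, 0.0823 and 0.367) and with the block (0.0625). Quantile normalization ended the calls of fibroblast markers (0.0569), oxidative phosphorylation (0.398), heat shock proteins (0.2) and adhesion genes (0.0764). TMM scaling ended those of fibroblast markers (0.0893), S phase (0.118) and G2 and M phase genes (0.0529). Removal of the length trend ended those of fibroblast markers (0.05), oxidative phosphorylation (0.176) and S phase genes (0.0894).

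GF/Bifido nodules were compared with GF nodules to find what a single bacterial genus changed. Genes of MHC class II and of macrophages rose, genes of neutrophils, NF-kB targets, hypoxia, glycolysis and the integrated stress response fell, and splicing factors rose. As lists all of these calls were lost with an estimated correlation (adjusted p = 0.425 with an estimated correlation, or 0.586 for splicing factors). The neutrophil proteins S100a8 and S100a9 fell from 152 ± 111 to 5.51 ± 0.645 FPKM (SD, n = 3) and from 254 ± 176 to 11.9 ± 3.53. H2-Eb1 and Cd74, the chain that guides MHC class II through the cell, rose from 16.3 ± 5.48 to 175 ± 97.1 and from 40.8 ± 11.4 to 292 ± 126. These values carry the difference in annotation as well as the difference between the groups.

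The 8 genes that rose most were Sult1a1, a sulfotransferase of phenols (0.244 ± 0.0975 to 14.1 ± 1.65 FPKM, log2 difference 3.60, adjusted p 2.54e-05), H2-Eb1 (3.25, adjusted p 0.00405), H2-Aa (2.84), Lyve1 (2.75), Cd74 (2.73), Cldn34c2, H2-Ab1 (2.68) and Ear2 (2.67). Cldn34c2 was listed at 0 in all 3 GF libraries and at 7.31, 5.94 and 3.68 FPKM in the GF/Bifido libraries, so no fold is given. In GF/SPF libraries 1, 2 and 4 it was at 3.05, 0 and 2.93, so it was present or absent within a group and is uncertain. Ear2 belongs to a family of near-identical ribonucleases of eosinophils and macrophages and is uncertain. The 8 that fell most were S100a8 (−4.31, adjusted p 0.00304), S100a9 (−4.11, adjusted p 0.00355), Stfa2l1 (−3.32), Retnlg (−3.28), G0s2 (−2.84), Ier3, an early response gene (241 ± 79.1 to 32.1 ± 1.09, adjusted p 0.000685), Cxcl1 (−2.82) and the cytokine Il1b (42.5 ± 30.7 to 4.69 ± 1.11). Stfa2l1 has near-identical copies and is uncertain. All 16 stayed called without any single library.

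Macrophage and monocyte markers rose (16 up and 1 down of 21, likewise 16 and 1 when adjusted over the list alone, median 1.03, camera adjusted p 0.000846). This list and the others of this paragraph each had adjusted p = 0.425 with an estimated correlation. Mertk, a receptor for dying cells, rose from 5.14 ± 1.11 to 12.5 ± 0.429 FPKM, Csf1r, the M-CSF receptor, from 18.1 ± 5.17 to 51.5 ± 2.39, and Mrc1 from 46.5 ± 9.72 to 119 ± 18.6. Spp1, which encodes osteopontin, fell by 0.80 on the log2 scale. MHC class II genes rose (9 of 11 over all genes and when adjusted over the list alone, median 1.11, camera adjusted p 0.000331), including the peptide loader H2-DMa (4.26 to 14.7) and the protease Ctss (135 ± 27.5 to 288 ± 13.2). Neutrophil markers fell (8 down and 1 up of 14, and 10 down and 1 up when adjusted over the list alone, median −1.26, camera adjusted p 4.48e-06), and Padi4 was the member that rose. NF-kB targets and cytokines fell (17 down and 1 up of 21, and 18 down and 1 up when adjusted over the list alone, median −1.02, camera adjusted p 2.04e-09). The monocyte chemokines Ccl2 and Ccl7 fell from 446 ± 70.8 to 112 ± 22.8 and from 163 ± 4.84 to 79.0 ± 6.55, and Ccl3 from 14.4 to 6.50.

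Genes of IL-6 family cytokines and STAT3 signalling, the pathway of Il11, fell as well (9 down and 2 up of 19, and 11 down and 2 up when adjusted over the list alone, median −0.31, camera adjusted p 0.00229, adjusted p = 0.425 with an estimated correlation). Among them were the feedback inhibitor Socs3 (47.6 to 18.6 FPKM), Junb (54.4 to 24.2) and Mcl1 (160 to 111). That list was not called with IDs matched without version (adjusted p 0.116).

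Hypoxia genes fell (13 of 15, and 14 of 15 when adjusted over the list alone, median −0.74, camera adjusted p 1.17e-09), and so did glycolysis genes (10 down and 1 up of 17, and 11 down and 1 up when adjusted over the list alone, median −0.74, camera adjusted p 2.32e-07). These and the other lists of this paragraph had adjusted p = 0.425 with an estimated correlation, or 0.607 for mitochondrial transcripts. The glucose transporter Slc2a1, a member of both, fell from 116 ± 21.5 to 19.8 ± 3.04 FPKM, and the lactate exporter Slc16a3 from 52.2 to 15.7. Pgk1 fell from 628 ± 81.2 to 300 ± 6.45, Bnip3 from 69.1 to 16.6 and Pdk1 from 26.9 to 10.6. Genes of the integrated stress response and amino acid supply fell (12 of 19, and 13 when adjusted over the list alone, median −0.45, camera adjusted p 3.11e-07). They included Asns, which makes asparagine (41.1 to 27.6), Sesn2 (14.2 to 6.57) and Mthfd2 (42.9 to 26.1). Ribosomal protein genes fell (37 of 59, and 44 when adjusted over the list alone, median −0.38, camera adjusted p 4.58e-17), Rpl38 from 935 ± 54.1 to 534 ± 21.1, with a median of −0.14 under quantile normalization. Mitochondrial genome transcripts fell (5 of 13 over all genes and when adjusted over the list alone, median −0.51, camera adjusted p 0.00229), mt-Co3 from 1596 to 884, but not with quantile normalization (adjusted p 0.391). Their median was −1.20 in GF/Bifido library 4 and −0.43 and −0.23 in GF/Bifido libraries 2 and 3. NRF2 targets fell (7 down and 1 up of 16 over all genes and when adjusted over the list alone, median −0.40, camera adjusted p 0.000657), but not with quantile normalization (adjusted p 0.0739). Of these, G6pdx fell from 38.8 to 24.3 FPKM and the catalase gene Cat rose from 15.8 to 25.9.

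Among tumour-related genes, let-7 target genes fell (6 down and 1 up of 20 over all genes and when adjusted over the list alone, median −0.19, camera adjusted p 0.00315). This list and those of EMT and matrix remodelling genes had adjusted p = 0.425 with an estimated correlation. The chromatin proteins Hmga1 and Hmga2 fell from 376 ± 30.3 to 202 ± 3.43 and from 90.0 ± 5.9 to 59.8 ± 3.73 FPKM, and the RNA-binding protein gene Igf2bp2 from 24.6 to 13.5. EMT genes fell (6 of 14, and 6 down and 1 up when adjusted over the list alone, median −0.27, camera adjusted p 0.00426, or 0.0501 with quantile normalization). Twist2 fell from 16.2 to 10.5 and Foxc2 from 1.78 to 0.886. Matrix metalloproteinases and remodelling genes fell (8 down and 2 up of 12 over all genes and when adjusted over the list alone, median −0.68, camera adjusted p 0.00326). Plaur, the urokinase receptor, fell from 28.9 to 15.1, while Loxl3 rose from 16.6 to 30.9. Of the genes chosen by the study on these samples, Sox9 and Il11 could be tested as a list (camera adjusted p 0.0193, adjusted p = 0.425 with an estimated correlation). This is not independent evidence, and the adjusted p was 0.0522 with TMM scaling.

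Splicing factors rose (19 of 28, and 20 when adjusted over the list alone, median 0.40, camera adjusted p 0.000127, adjusted p = 0.586 with an estimated correlation). The RNA helicase gene Ddx5 rose from 148 ± 12.3 to 241 ± 6.84 FPKM and Hnrnph1 from 46.7 to 87.7. G2 and M phase genes rose (12 of 28, and 14 when adjusted over the list alone, median 0.24, camera adjusted p 0.00808, adjusted p = 0.607 with an estimated correlation), among them Cenpf, from 14.1 to 25.1. Immediate early genes fell (6 of 16 over all genes and when adjusted over the list alone, median −0.19, camera adjusted p 0.00229, adjusted p = 0.556 with an estimated correlation). The Y-linked genes rose (4 of 4 over all genes and when adjusted over the list alone, median 0.65, camera adjusted p 0.0154, adjusted p = 0.482 with an estimated correlation), Kdm5d from 0.709 to 1.85. Their adjusted p was 0.0975 when only genes above 2 FPKM were kept.

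Of 9703 genes tested, limma called 3205 between GF/Bifido and GF, 2102 higher and 1103 lower. On the log2(FPKM + 1) scale 292 of them differed by at least 2-fold. The split depended on scaling, with 1386 higher and 1410 lower after quantile normalization, 1530 and 1599 after TMM scaling, and 1489 and 1595 with the trend over gene length removed. With IDs matched without version 4537 genes were called, 2407 higher and 2130 lower. At an unadjusted p under 0.05 there were 4407 genes, a two-sample test with 1.5-fold gave 1090, and 50.48% of genes had groups that did not overlap, where chance gives 10%. Without GF/Bifido library 2 the count was 1984, and with the replicate number as a block, which rests on 2 pairs, it was 1727.

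Camera called 22 of 55 lists, 5 up and 17 down, against 0 with an estimated correlation and 24 with fry, and the 9 other groupings of the 6 libraries gave up to 20. The 3 lists not described above fell. In the angiogenesis list (2 up and 6 down of 14, and 2 up and 7 down when adjusted over the list alone, adjusted p 0.0156, or 0.0736 without GF/Bifido library 3), Vegfb fell from 32.8 to 21.9 FPKM and the VEGF receptor Flt1 from 3.48 to 1.42. In the cholesterol list (1 up and 4 down of 18, and 2 up and 5 down when adjusted over the list alone, adjusted p 0.016, or 0.055 without GF/Bifido library 2 and 0.0567 without GF library 2), the regulator Srebf2 fell from 39.8 to 23.4. In the TGF-beta and BMP list (4 down of 19, and 3 when adjusted over the list alone, adjusted p 0.0208, or 0.0742 without GF library 1), Inhbb fell from 4.92 to 1.72. With an estimated correlation these 3 had adjusted p = 0.504, 0.674 and 0.425. The angiogenesis call was also lost with TMM scaling (0.0524), the cholesterol call with quantile normalization (0.0501) and the TGF-beta and BMP call with IDs matched without version (0.0644) and when only genes above 2 FPKM were kept (0.0627).

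**Figure D2:**
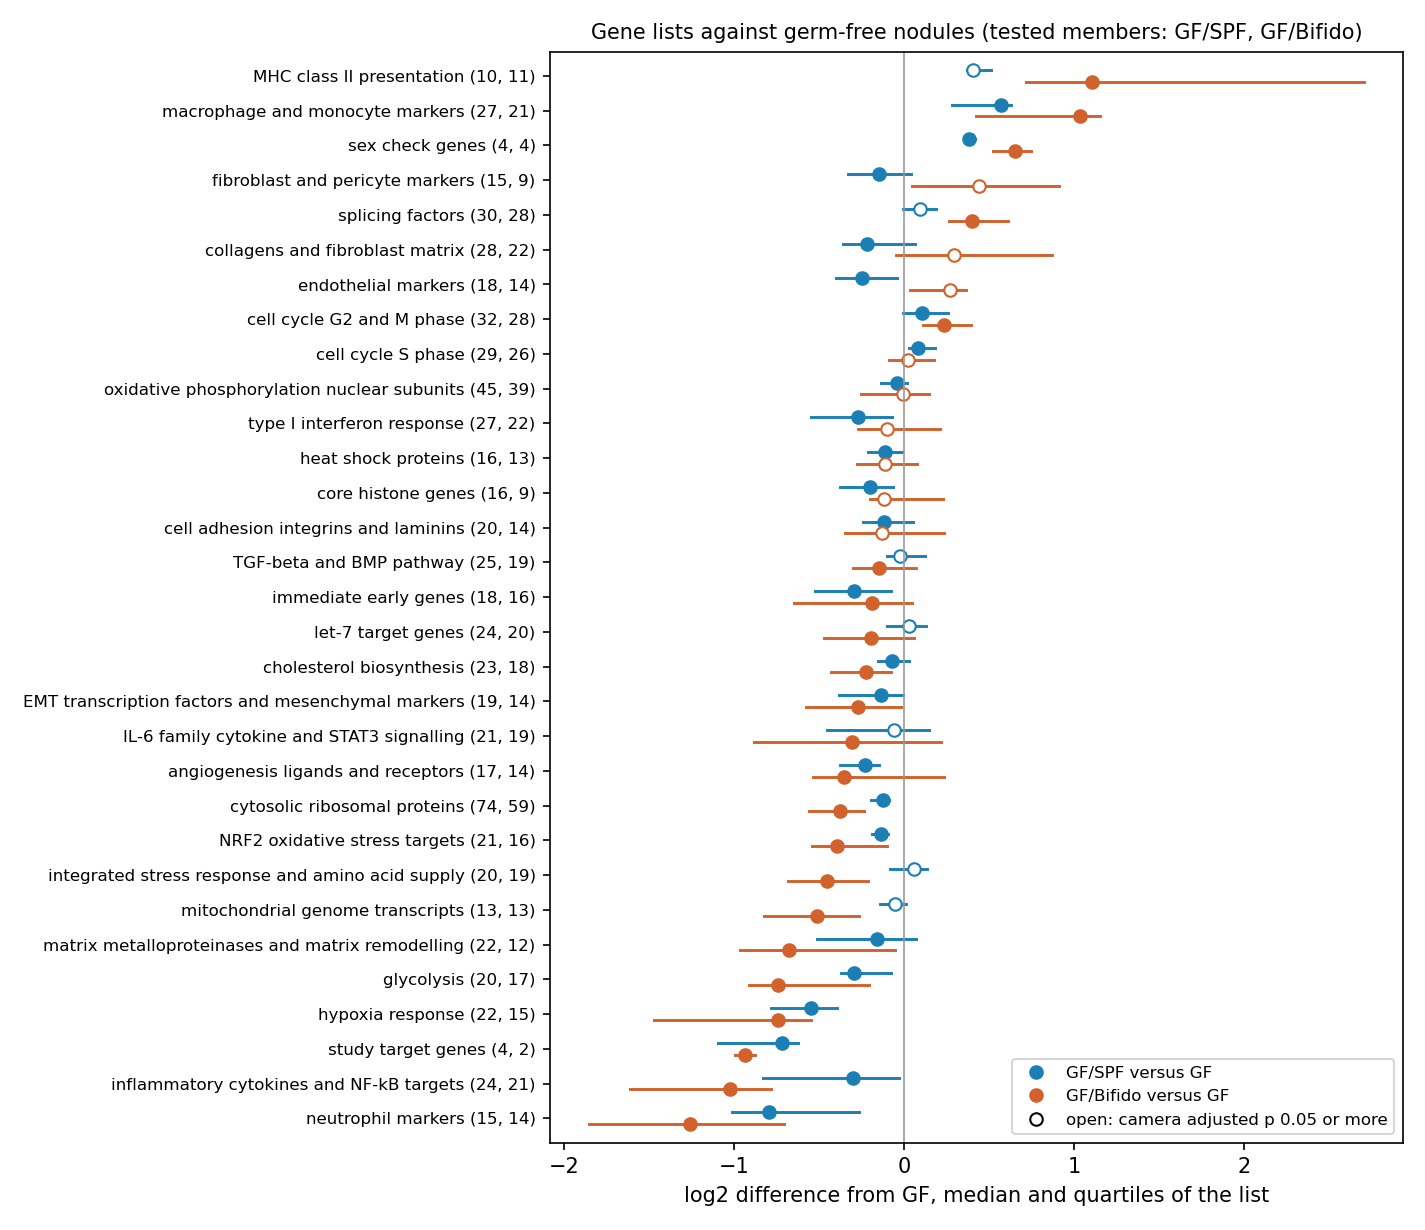
Median log2 difference from GF (points) and quartiles (lines) of the 31 gene lists called in GF/SPF (blue) or GF/Bifido (orange) versus GF, with the number of members tested in parentheses and open points for lists with a camera adjusted p of 0.05 or more. Neutrophil markers and hypoxia genes lie left of 0 and macrophage markers right of 0 in both comparisons, and 15 lists were called in both, 12 with both medians below 0 and 3 with both above.

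Because both colonised groups were set against the same GF libraries, their differences were compared over the 9613 genes tested in both. Genes that lay on the same side in both, such as Lyve1 (1.80 and 2.75), Mrc1 (0.98 and 1.35), Slc2a1, Cxcl1 (−1.89 and −2.82), Ier3 (−1.31 and −2.82) and S100a9 (−1.68 and −4.11), made up 73.6% of all, where unchanged groups simulated against the same GF libraries gave a median of 71.1%. Across genes, which are not independent replicates, Pearson's r was 0.673 and Spearman's rho 0.635, against a simulated median r of 0.592 (range −0.605 to 0.941). The covariance was 0.0709, the simulated median 0.015 and the highest of 100 simulations 0.0506, a difference from the median of 0.0559. At an unadjusted p under 0.05, 602 genes were higher in both, where independent lists give 227 and the highest of 20 simulations was 501. Another 309 were lower in both, where independent lists give 78 and the highest simulation was 682, and 14 genes were opposite. Part of the excess may come from the shared GF libraries, which are too few to be split. The simulated groups also held no difference of processing set. Without GF/SPF library 4 the correlation was 0.502.

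**Figure D3:**
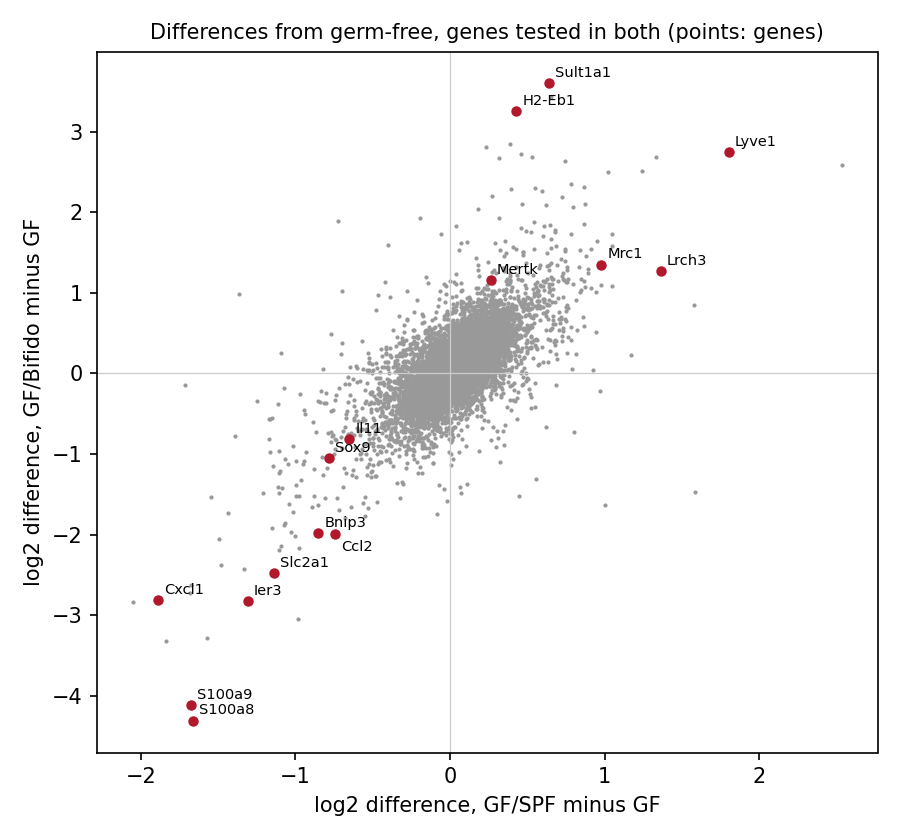
Log2 difference from GF in GF/SPF (x axis) and in GF/Bifido (y axis) for 9613 genes tested in both comparisons (points), with named genes in red. The cloud runs from lower left, with S100a8 and S100a9, to upper right, with Lyve1, and the correlation across genes was 0.673.

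The last comparison asked where the colonisations differed from each other. GF/Bifido nodules had higher levels than GF/SPF nodules of the lists of collagens and fibroblast matrix, splicing factors and type I interferon genes, and lower levels of those of neutrophil, NF-kB, hypoxia, glycolysis, ribosomal protein and let-7 target genes. These list calls were lost with an estimated correlation (adjusted p = 0.623 with an estimated correlation, or 0.55 for let-7 target genes). Slc36a1, a lysosomal transporter of amino acids, rose from 1.25 ± 0.105 FPKM in GF/SPF to 6.82 ± 0.281 in GF/Bifido (SD, n = 3, limma adjusted p 0.00145), and the clock gene Per2 rose from 0.655 ± 0.181 to 5.67 ± 1.51 (adjusted p 0.0135). As above, the group cannot be told apart from the annotation used for it or from its schedule of dosing.

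The other genes that rose most were Sult1a1 (1.12 ± 1.17 to 14.1 ± 1.65 FPKM, log2 difference 2.96), Ear2 (2.35), Angptl7 (1.89), Hspb1, a small heat shock protein (0.662 to 5.24), the apelin receptor Aplnr (1.02 to 5.29) and Ms4a6b (8.10 to 26.1). Those that fell most were S100a8 (−2.65), S100a9 (−2.43), the cholesterol hydroxylase gene Ch25h (−1.97), the histone genes Hist1h2ao (−1.55) and Hist1h2ap (−1.48), and the chemokine Ccl12 (159 ± 41.0 to 60.0 ± 22.6). The EGF receptor ligand Areg fell from 12.3 to 4.43 and the BMP antagonist Grem1 from 11.1 to 4.23. Hist1h2ao and Hist1h2ap are near-identical, as are members of the Ear2 family, and are uncertain. Of these 16 genes, Per2 and Slc36a1 stayed called without any single library. In all, 3, 4 and 2 genes stayed called without GF/Bifido libraries 2, 3 and 4, 2 without GF/SPF library 1 or 2, and 15 without GF/SPF library 4. In GF libraries 1, 2 and 4, Slc36a1 was at 1.09, 1.13 and 1.37 FPKM and Per2 at 0.961, 1.39 and 1.21. Both genes thus set GF/Bifido apart from GF as well, along the line between the processing sets, which leaving out a library cannot test.

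Collagens and fibroblast matrix rose (6 of 22, and 12 when adjusted over the list alone, median 0.46, camera adjusted p 0.00149). This list and the others of this paragraph had adjusted p = 0.623 with an estimated correlation. Col5a2 rose from 17.8 ± 1.96 to 34.4 ± 3.8 FPKM and Col5a1 from 23.6 ± 4.76 to 41.2 ± 2.28. Fibroblast and pericyte markers rose (1 of 9, and 5 when adjusted over the list alone, median 0.58, camera adjusted p 0.0053, or 0.0504 with IDs matched without version), the member called being Pdgfra (12.4 to 19.1). Splicing factors rose (6 of 28, and 15 when adjusted over the list alone, median 0.375, camera adjusted p 7.95e-07), among them Ddx5 (170 to 241). Type I interferon genes rose (3 of 22, and 4 when adjusted over the list alone, median 0.29, camera adjusted p 0.0014), namely Ifit3 (3.22 ± 0.34 to 7.05 ± 1.79), Oas2 (2.08 to 4.63) and Mx1 (1.10 to 2.46). Neutrophil markers fell (3 of 13, and 5 when adjusted over the list alone, median −0.54, camera adjusted p 0.000904), including Trem1 (2.64 to 0.794). NF-kB targets fell (2 down and 1 up of 21, and 5 down and 1 up when adjusted over the list alone, median −0.84, camera adjusted p 0.000118). Csf1 fell from 32.7 to 22.0 and Il1a from 1.66 to 0.285, while the adhesion molecule Vcam1 rose from 8.15 to 20.1.

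Hypoxia genes fell (2 of 15, and 7 when adjusted over the list alone, median −0.36, camera adjusted p 7.63e-05), among them Bnip3 (38.2 to 16.6 FPKM). Glycolysis genes fell (4 down and 1 up of 17, and 8 down and 1 up when adjusted over the list alone, median −0.40, camera adjusted p 0.000231), among them Tpi1 (127 ± 12.5 to 81.1 ± 7.35). Both, and the next 2 lists, had adjusted p = 0.623 with an estimated correlation. Integrated stress response genes fell (1 of 19, and 6 when adjusted over the list alone, median −0.45, camera adjusted p 2.55e-05), the member called being Asns (45.0 to 27.6). Relative to GF the median of that list was −0.39 in GF/SPF library 4 and 0.26 in GF/SPF libraries 1 and 2, against −0.52 to −0.36 in the GF/Bifido libraries. Without GF/SPF library 4 that list passed as higher in GF/SPF versus GF (median 0.28, adjusted p 1.01e-05), where it had not passed with all libraries (adjusted p 0.966). Ribosomal protein genes fell (16 of 59, and 20 when adjusted over the list alone, median −0.20, camera adjusted p 3.2e-13), Rpl38 from 816 to 534. Let-7 target genes fell (4 of 20, and 6 when adjusted over the list alone, median −0.21, camera adjusted p 7.63e-05, adjusted p = 0.55 with an estimated correlation). Hmga1 fell from 335 ± 50.3 to 202 ± 3.43 and Ccnd2, a cyclin, from 26.7 ± 0.426 to 18.7 ± 1.3.

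Of 9676 genes tested, limma called 531 between GF/Bifido and GF/SPF, 332 higher and 199 lower. On the log2(FPKM + 1) scale 60 of them differed by at least 2-fold. After quantile normalization the split was 211 and 170, and after TMM scaling 234 and 222. With IDs matched without version it turned to 712 higher and 1248 lower. There were 2645 genes at an unadjusted p under 0.05, and 34.52% of genes had groups that did not overlap, where chance gives 10%. Leaving out 1 library gave 12, 14 and 11 genes without GF/Bifido libraries 2, 3 and 4, 14 and 23 without GF/SPF libraries 1 and 2, and 723 without GF/SPF library 4. With the replicate number as a block, which rests on 2 pairs, 0 genes were called, with or without the length trend.

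Camera called 22 of 54 lists, 10 up and 12 down, against 0 with an estimated correlation and 5 with fry, and the 9 other groupings of the 6 libraries gave up to 24. The lists of this paragraph had adjusted p of at least 0.623 with an estimated correlation. Endothelial markers rose (3 of 14, and 6 when adjusted over the list alone, adjusted p 0.0204, or 0.0532 without GF/Bifido library 4 and 0.0891 without GF/SPF library 4), Emcn from 1.21 to 2.92 FPKM. Macrophage markers rose (2 of 22, and 4 when adjusted over the list alone, 0.0204, or 0.0831 without GF/SPF library 2), with Mertk going from 6.37 to 12.5. The unfolded protein response rose (7 of 16, and 10 up and 2 down when adjusted over the list alone, 0.0232, or 0.0737 without GF/Bifido library 3), with the chaperone Pdia3 going from 206 to 310. Adipocyte genes (0.0299, or 0.172 without GF/Bifido library 2 and 0.0788 without GF/SPF library 1), G2 and M phase genes (0.0305) and MHC class II genes (0.032) were also higher. G2 and M phase genes lost the call without GF/Bifido library 4 or GF/SPF library 1 or 4 (0.164, 0.0937 and 0.111). MHC class II genes lost it without GF/Bifido library 2 or 4 or GF/SPF library 1 or 2 (0.0839, 0.0654, 0.15 and 0.103). Adipocyte and MHC class II genes also lost it when only genes above 2 FPKM were kept (0.198 and 0.0619), and G2 and M phase genes with TMM scaling (0.0696), IDs matched without version (0.109) and removal of the length trend (0.0558).

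Lower were mitochondrial genome transcripts (2 of 13, and 5 when adjusted over the list alone, adjusted p 0.00233, or 0.0654 without GF/Bifido library 4), with mt-Nd3 falling from 327 to 187 FPKM. Genes of IL-6 and STAT3 signalling were lower (0.024) but not without GF/Bifido library 4 or GF/SPF library 1 or 2 (0.0654, 0.0598 and 0.0505). The TGF-beta and BMP pathway (0.0445) lost its call without GF/Bifido library 3 or 4 or GF/SPF library 1 or 4 (0.0737, 0.0532, 0.0788 and 0.119). NRF2 targets (0.0459) lost it without GF/Bifido library 2 or 4 or GF/SPF library 1 or 2 (0.0696, 0.112, 0.302 and 0.0929). Erythroid genes (0.0459, median −0.82) lost it without GF/Bifido library 2 or GF/SPF library 2 (0.172 and 0.0929), and without GF/SPF library 1 (adjusted p 0.768), where their median was 0.03. Mitochondrial transcripts also lost the call with quantile normalization (0.207) and with IDs matched without version (0.0577), and IL-6 and STAT3 genes when only genes above 2 FPKM were kept (0.0938) and with IDs matched without version (0.308). Quantile normalization, TMM scaling, removal of the length trend, IDs matched without version and keeping only genes above 2 FPKM each ended the calls of TGF-beta and BMP (0.0557 to 0.076), NRF2 (0.0558 to 0.408) and erythroid genes (0.101 to 0.259). With an estimated correlation these lists had adjusted p of at least 0.623.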

Values the study reported

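For lung nodules of the GF/SPF group against the GF group, the study reported 11970 detected genes, with 28 upregulated and 14 downregulated. For the GF/Bifido group against the GF group it reported 12513 detected genes, with 828 upregulated and 234 downregulated. The text of the study gives no threshold beside these counts. It reported lower expression of SOX9, IL-11, twist1 and MMP3 in both colonised groups than in GF mice, also by qRT-PCR. It further reported higher levels of these genes in SPF mice given antibiotics than in SPF mice.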

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

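The differences listed next were tested as planned, whereas the tests of gene length, library scaling, tumour-cell share, blood, processing set and gene models were chosen after the results were seen, and the bounds for tumour-cell share and blood were changed after their first values were seen. GF/Bifido and GF/SPF differed from each other in 531 genes by a direct limma test without a block. With the replicate number as a block, which rests on 2 pairs, 0 genes were called. The log2 differences were 2.958 for Sult1a1, 2.353 for Ear2, 1.994 for Per2, 1.892 for Angptl7, 1.795 for Slc36a1, 1.791 for Hspb1, 1.638 for Aplnr and 1.577 for Ms4a6b. They were −2.647 for S100a8, −2.434 for S100a9, −1.97 for Ch25h, −1.552 for Hist1h2ao, −1.478 for Hist1h2ap, −1.421 for Ccl12, −1.228 for Areg and −1.222 for Grem1. Without single libraries the count of genes was 12, 14 and 11 (GF/Bifido libraries 2, 3 and 4), 14 and 23 (GF/SPF libraries 1 and 2) and 723 (GF/SPF library 4). The GF/Bifido group cannot be told apart from its processing set or its schedule of dosing in any of them.

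The macrophage list was higher after both colonisations, in GF/SPF (adjusted p = 0.495 with an estimated correlation) with Mrc1, Siglec1 and Cd163 higher and Spp1 lower only when adjusted over the list alone, and in GF/Bifido (adjusted p = 0.425 with an estimated correlation) with 16 members up and 1 down over all genes. A lower share of tumour cells would raise markers of all other cell types alike. In GF/SPF the endothelial list fell (upper quartile −0.04, adjusted p = 0.495 with an estimated correlation), and the upper quartile of the neutrophil list lay below the lower quartile of the macrophage list (difference −0.552). These quartiles overlapped without GF/SPF library 4 (difference 0.056), but the upper quartile of the neutrophil list was at most −0.074 and that of the endothelial list at most −0.018 whichever library was left out. On the side of the macrophage list in GF/SPF lay the Y-linked genes, which rose as a list (median 0.39, adjusted p = 0.495 with an estimated correlation), and the medians of the platelet (0.55), MHC class II (0.41) and cytotoxic lists (0.27), which had not passed. With the length trend removed platelet (camera adjusted p 0.0437) and MHC class II genes (0.033) did pass. With the block as well, cytotoxic (0.0292) and MHC class II genes (0.00745) passed. In GF/Bifido the endothelial (median 0.27), fibroblast (0.44), T cell (0.50) and Y-linked genes (0.65) lay on the side of the macrophage list, whereas the upper quartile of the neutrophil list was at most −0.471 whichever library was left out. This argues against a lower tumour-cell share as the only change in both. As the cause of the macrophage rise, such a change beside a loss of neutrophils, and in GF/SPF of endothelial transcripts, stays open. More blood would raise neutrophil genes, which argues against it as the whole cause in GF/Bifido, where the erythroid median was −0.26. In GF/SPF more blood stays open, since the erythroid list had a median of 0.44 and, without GF/SPF library 4, passed as higher (median 1.15, adjusted p 0.00292), as platelet genes did (0.83, adjusted p 0.00753). The erythroid median was −0.36 without GF/SPF library 1. A change in the macrophages themselves or in their number stays open, and the values could hold either.

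The ribosomal protein list was lower after both colonisations (adjusted p = 0.495 in GF/SPF and 0.425 in GF/Bifido with an estimated correlation). The merged exons of their genes span a median of 1835 bases against 4389 for all genes. With the trend over this length removed the list's median was −0.42 in GF/Bifido and, with the replicate block, −0.126 in GF/SPF. This argues against a trend over merged exon length as the whole cause. In GF/Bifido versus GF the log2 differences hardly followed that length (Spearman's rho 0.018). It covers all annotated transcripts and can exceed the length of the main mRNA, so a trend over mRNA length stays open. Scaling stays open, since the median nearest to 0 under another scaling was −0.034 in GF/SPF (quartiles −0.1 to 0.009) and −0.144 in GF/Bifido (quartiles −0.338 to 0.017, 40 of 59 members below 0), both with quantile normalization, whereas TMM scaling gave −0.175 and −0.471. A fall of ribosomal protein genes and a shift of the scale of abundant genes cannot be told apart.

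The differences of GF/Bifido from GF could come from the separate processing. The covariance with the GF/SPF differences was 0.0697 with the length trend removed. Over 100 simulations with shared GF libraries its median was 0.0119 and its highest value 0.0574. The simulated groups were unchanged and held no processing shift, whose size could itself raise the covariance, so this test cannot decide the question. Without that removal Pearson's r was 0.673, within the simulated range of −0.605 to 0.941. Mmp3 lay at percentile 0.05 of the genes with a changed ID version, at their low end. That set holds the genes that a changed model could shift, and the study chose Mmp3 on these samples. Its place there therefore does not exclude its changed gene model. Twist1 lay at percentile 22.84, so its fall in GF/Bifido and the change of its gene model cannot be told apart. For the differences as a whole, for their size and for any single gene, the processing stays open.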

How the results depend on the processing

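Alternatives named here that were chosen after seeing the data are the removal of the length trend, IDs matched without version, genes with 1 annotated transcript and the count at unadjusted p. Read depth is unknown, which limits what the low genes can show, and a count model such as DESeq2 was not run because the values are FPKM. Where the text gives no reason for a change, the cause was not tested. Other pseudocounts, filters on low values, quantile normalization and TMM scaling left each total of genes and lists within 1.5 times, but quantile normalization took the higher genes from 2102 to 1386 in GF/Bifido versus GF and from 332 to 211 in GF/Bifido versus GF/SPF. Such alternatives also ended single list calls, many of which the report names. Removal of the length trend with the block also ended the calls of oxidative phosphorylation in GF/SPF versus GF (0.162) and of G2 and M phase genes in GF/Bifido versus GF (0.0519). For GF/SPF versus GF, limma called 0 genes (1567 at unadjusted p), against 1 with all 3 groups fitted together, 113 with a two-sample test at unadjusted p and 1.5-fold, and 3 (153 at unadjusted p) in genes with 1 annotated transcript, where fewer genes were tested. Leaving out single libraries gave 0 to 7 genes, 910 to 2239 at unadjusted p, and −2.549 to −1.687 for Mmp3. For GF/Bifido versus GF the 3205 genes became 1090 with the two-sample test, 292 at 2-fold and 4537 with IDs matched without version. They became 287 in genes with 1 annotated transcript, and 1984 to 2819 without single libraries. For GF/Bifido versus GF/SPF the 531 genes became 1049 with all 3 groups together (Mmp3, with IDs matched without version, −1.794, adjusted p 0.0397), 60 at 2-fold, 1960 with IDs matched without version, 39 in genes with 1 annotated transcript, and 11 to 723 without single libraries. Of the 24, 22 and 22 lists, 0, 0 and 0 were called with an estimated correlation, 3, 24 and 5 with fry, and 4, 1 and 3 in genes with 1 annotated transcript. The correlation of the 2 sets of differences was 0.502 to 0.713 without single libraries.

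With the replicate number as a block, which pairs the GF and GF/SPF libraries, GF/SPF versus GF kept 0 genes (1979 at unadjusted p), and the list calls that changed were MHC class II (0.0438) and both cell cycle lists (0.0625 and 0.055). In the other comparisons the groups share only 2 numbers, same-numbered libraries did not deviate together (correlations 0.019 and −0.073 with GF, −0.061 and −0.148 with GF/SPF), and the fit rests on 2 pairs. There the block gave 1727 genes against GF and 0 genes against GF/SPF, counted over genes of the same ID version. Mmp3 is not among these and was adjusted in a separate fit with IDs matched without version (−3.905, adjusted p 0.134, and −2.034, adjusted p 0.00991). With the length trend removed as well, it gave 540 (Il11 −0.762, adjusted p 0.078) and 0, with Mmp3 at −2.078 (adjusted p 0.0184) against GF/SPF in the separate fit. With the block, collagen (0.01), fibroblast (0.0395), cytotoxic (0.0149) and fatty acid synthesis genes (0.0093) were gained against GF, and matrix metalloproteinase (0.00733), cholesterol (0.00149) and fatty acid synthesis genes (0.0224) against GF/SPF. Against GF angiogenesis (0.165), immediate early (0.0515) and TGF-beta genes (0.117) were lost, and against GF/SPF erythroid (0.311), G2 and M phase (0.159), unfolded protein response (0.188), TGF-beta (0.191) and NRF2 genes (0.0803) were lost.

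Over the alternatives of lists that had not passed, the test changed direction in 108 of 1718, and in 1 of them the list then passed, the integrated stress response in GF/SPF versus GF without GF/SPF library 4 (median 0.28, adjusted p 1.01e-05). Among the lists followed in detail, those whose test changed direction were, with their medians, for GF/SPF versus GF, let-7 targets (0.036 and 0.034 with a pseudocount of 0.1 and 0.5, 0.014 with quantile normalization, 0.023 to 0.093 without single libraries), lung epithelium (0.029 above 2 FPKM), and, without single libraries, MHC class II (−0.104 to 0.867), epithelial junction genes (−0.038 to 0.126) and T cell markers (0.019 to 0.24). For GF/Bifido versus GF they were lung epithelium (0.072 above 2 FPKM), epithelial junction genes (0.248 in genes with 1 annotated transcript) and type I interferon genes (0.067 with the block, −0.24 to 0.082 without single libraries). For GF/Bifido versus GF/SPF the NRF2 targets, which had passed, did so (0.1 in genes with 1 annotated transcript). Erythroid genes, which had passed as well, had a median of 0.03 without GF/SPF library 1, with the test still on the lower side. Of the named genes, 0 reversed, and leaving out single libraries left 1076 values on their side of the threshold, 278 weaker and 10 stronger, and the other alternatives 2443, 206 and 23. The cause was not tested.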

Other observations

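The tests of let-7 seed sites and of other groupings were planned before their results were seen, and the genes named here were chosen after their values were seen. In GF/Bifido versus GF several lists that did not pass as lists held members that passed, and the p given for each list is from camera. Collagens and fibroblast matrix rose in 10 of 22 members and fell in 1 (adjusted p 0.126 as a list). As a list they passed with quantile normalization (0.0193), with the block (0.01, or 0.00851 with the length trend removed as well), with fry (0.0275) and without GF/Bifido library 2 (0.0361). Col1a1 rose from 2.22 ± 0.855 to 14.2 ± 8.61 FPKM (SD, n = 3) and Col1a2 by 1.93 on the log2 scale, while Thbs2 fell from 61.1 to 37.4. In the list of the unfolded protein response, 10 members rose, among them Calr (211 ± 5.71 to 311 ± 16.8) and Pdia3 (196 ± 2.69 to 310 ± 9.72), and 1 fell of 16 (adjusted p 0.0504, and adjusted p = 0.425 with an estimated correlation). That list passed with no filter (0.0485), above 2 FPKM (0.0358), with quantile normalization (0.00208), fry (0.011), IDs matched without version (0.0322) and the length trend removed (0.0446), and without GF/Bifido library 2 (0.0343) or 4 (0.0442). Of 18 genes of fatty acid oxidation, 8 rose and 1 fell (adjusted p 0.111, or 0.0477 with IDs matched without version and 0.0165 with fry). Cpt1a, which brings fatty acids into mitochondria, rose from 17.1 ± 1.3 to 31.3 ± 2.0, and Acadm from 17.8 to 28.9.

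Among lymphocyte genes, Lck, a kinase of T cells, was at 1.89 ± 0.375 FPKM in GF/Bifido against 0.628 ± 0.057 in GF (adjusted p 0.00301), the chemokine Ccl5 at 10.7 against 5.12 (0.017) and the natural killer receptor Klrd1 at 2.22 against 1.02 (0.0137). Tnfrsf9, a costimulatory receptor, was at 5.65 against 18.2 (0.000857). The lists of T cell markers (adjusted p 0.274), cytotoxic effectors (0.092) and dendritic cell markers (0.274) did not pass. With fry all 3 passed (0.0332, 0.0332 and 0.0214), and cytotoxic effectors also with the block (0.0149, or 0.0071 with the length trend removed as well), with the length trend removed (0.0357) and without GF/Bifido library 4 (0.0328) or GF library 1 (0.0411). The keratin gene Krt8 was at 233, 239 and 218 FPKM in GF, GF/SPF and GF/Bifido. The adhesion receptor gene Cd44 was at 57.7, 44.4 and 35.6 (adjusted p 0.00688 for GF/Bifido versus GF).

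Single libraries stood apart in some lists. The erythroid median was 2.27 above the GF mean in GF/SPF library 1, with Hbb-bs at 1914 FPKM there against 373 and 158 in GF/SPF libraries 2 and 4. Acta1, a gene of skeletal muscle, was at 81.9 FPKM in GF/Bifido library 3 against 7.71 and 5.53 in the other GF/Bifido libraries. GF/SPF library 4 correlated with the GF/Bifido libraries at 0.972 to 0.977 and with GF/SPF libraries 1 and 2 at 0.978 and 0.973 across genes.

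The hypothesis was tested that the fall of the let-7 target list in GF/Bifido (adjusted p = 0.425 with an estimated correlation), with Hmga1 and Hmga2, came with a broad repression of genes with a let-7 site. Among 9518 genes with a 3' UTR, 1133 hold the seed match CTACCTC, and their log2 difference from GF, at fixed UTR length, was 0.0174 above that of genes without it (95% interval −0.0051 to 0.041). This lay at percentile 91.3 of 104 heptamers of the same composition, and at percentile 68.3 (difference 0.008, 95% interval −0.0107 to 0.0264) for GF/Bifido versus GF/SPF. A simulated shift of −0.05 lay at percentile 0. Both intervals came from resampling genes 1000 times with the libraries held fixed, so they do not measure the spread between libraries. For these libraries the values argue against a broad repression of seed-bearing genes, while a repression of the listed genes alone stays open. A bound on the interval was added to the rule for this reading after the first values were seen, which made it stricter.

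With 3 libraries per group there are 10 groupings of the 6 libraries, too few for a share under 0.05. In GF/SPF versus GF the real grouping gave 0 called genes and the highest other 5 (10 of 10 groupings gave at least 0), 1567 genes at unadjusted p against 1318 (1 of 10), and 24 lists against 26 (2 of 10). If the numbers mark pairs, the other groupings that part all 3 pairs gave 182, 419 and 155 genes at unadjusted p and 9, 20 and 9 lists. In GF/Bifido versus GF the real grouping gave 3205 genes against 1 (1 of 10) and 22 lists against 20 (1 of 10). In GF/Bifido versus GF/SPF it gave 531 genes against 3 (1 of 10) and 22 lists against 24 (2 of 10).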
